# Cyclin D1, Id1 and EMT in breast cancer

**DOI:** 10.1186/1471-2407-11-417

**Published:** 2011-09-28

**Authors:** Nicholas P Tobin, Andrew H Sims, Katja L Lundgren, Sophie Lehn, Göran Landberg

**Keywords:** Cyclin D1, Id1, EMT, breast cancer, migration, recurrence-free survival, claudin-low

## Abstract

**Background:**

Cyclin D1 is a well-characterised cell cycle regulator with established oncogenic capabilities. Despite these properties, studies report contrasting links to tumour aggressiveness. It has previously been shown that silencing cyclin D1 increases the migratory capacity of MDA-MB-231 breast cancer cells with concomitant increase in 'inhibitor of differentiation 1' (*ID1*) gene expression. Id1 is known to be associated with more invasive features of cancer and with the epithelial-mesenchymal transition (EMT). Here, we sought to determine if the increase in cell motility following cyclin D1 silencing was mediated by Id1 and enhanced EMT-features. To further substantiate these findings we aimed to delineate the link between *CCND1*, *ID1 *and EMT, as well as clinical properties in primary breast cancer.

**Methods:**

Protein and gene expression of *ID1*, *CCND1 *and EMT markers were determined in MDA-MB-231 and ZR75 cells by western blot and qPCR. Cell migration and promoter occupancy were monitored by transwell and ChIP assays, respectively. Gene expression was analysed from publicly available datasets.

**Results:**

The increase in cell migration following cyclin D1 silencing in MDA-MB-231 cells was abolished by Id1 siRNA treatment and we observed cyclin D1 occupancy of the Id1 promoter region. Moreover, *ID1 *and *SNAI2 *gene expression was increased following cyclin D1 knock-down, an effect reversed with Id1 siRNA treatment. Similar migratory and *SNAI2 *increases were noted for the ER-positive ZR75-1 cell line, but in an Id1-independent manner. In a meta-analysis of 1107 breast cancer samples, *CCND1*^low^/*ID1*^high ^tumours displayed increased expression of EMT markers and were associated with reduced recurrence free survival. Finally, a greater percentage of *CCND1*^low^/*ID1*^high ^tumours were found in the EMT-like 'claudin-low' subtype of breast cancer than in other subtypes.

**Conclusions:**

These results indicate that increased migration of MDA-MB-231 cells following cyclin D1 silencing can be mediated by Id1 and is linked to an increase in EMT markers. Moreover, we have confirmed a relationship between cyclin D1, Id1 and EMT in primary breast cancer, supporting our *in vitro *findings that low cyclin D1 expression can be linked to aggressive features in subgroups of breast cancer.

## Background

Cyclin D1 along with its binding partners CDK 4/6 partially mediate G1 to S-phase transition of the cell cycle through phosphorylation and inactivation of retinoblastoma (Rb) protein with subsequent release of E2F transcription factors [1-3]. The oncogenic activities of the protein have been addressed in numerous studies, [4-7] and many human cancers including breast, colon, and prostate, overexpress cyclin D1 [8-10]. More recently, a number of cyclin D1 studies in breast cancer have focused on functions that are not directly related to cell cycle maintenance. Cyclin D1 can modulate the activity of transcription factors and histone deacetylase [11], it can activate oestrogen receptor in the absence of oestrogen [12], and it can bind to the upstream regulatory region of the diverse *Notch1 *gene [13]. Previous work by our group revealed a novel induction of breast cancer cell migration after cyclin D1 silencing, which may account for a worse clinical outcome for patients with low expression of the protein [14]. Of the genes upregulated following this silencing, Inhibitor of differentiation 1 (Id1), a basic helix-loop helix (bHLH) family member, represents a potential candidate modulating the effect of cyclin D1 on cell migration.

The four Id proteins (termed 1-4) represent the class V subgroup of the bHLH family, however in contrast to other bHLH transcription factors (that modulate gene expression though dimerization and DNA binding of canonical E-box promoter regions in target genes [15]), the Id proteins lack a DNA binding domain and instead bind to other bHLH family monomers, negatively regulating their activity [16]. Id1 has been associated with breast cancer progression in a number of studies. *ID1 *promoter regulation is lost in aggressive breast cancer cells [17], Id1 is associated with induction of cell proliferation and invasion [18], and stable antisense targeting of Id1 represses an aggressive and metastatic phenotype in mammary epithelial cells [19]. Recent data has also revealed that cyclin D1 binds to the *ID1 *promoter region in the mammary gland, and negatively regulates its transcription in mouse retina [13]. Given the role of Id1 in cell invasion and metastasis, it represents a strong candidate for driving breast cancer cell migration following cyclin D1 silencing.

Increased motility and invasiveness are inherent properties of a mesenchymal phenotype [20], and the process whereby a non-motile epithelial cell procures these traits is termed epithelial to mesenchymal transition (EMT). Recently, a role for EMT in the process of cancer metastasis has been postulated, and direct evidence of EMT has been demonstrated in a mouse mammary tumour model [21]. A number of distinct changes occur during the transition to a mesenchymal phenotype, most notably the down-regulation of epithelial markers such as E-cadherin, and an upregulation of mesenchymal markers including Snail, Slug, vimentin, Twist and fibronectin [22]. In addition, a number of phenotypic changes occur including loss of cell polarity and tight junction regulation, accompanied by cytoskeletal changes [23,24] and enhanced cell migration/invasion [25]. Id1 has previously been implicated with EMT both directly, through suppression of E-cadherin and zonula occludins-1 (ZO-1), in human kidney cells [26] and indirectly, through loss of Krueppel-like factor 17 (KLF17) in breast cancer cells [27]. As such, we wished to clarify whether the increase in cell migration following cyclin D1 silencing was due to an Id1-dependent increase in EMT markers.

In this study, we demonstrate that silencing Id1 prevents the cyclin D1 mediated increase in MDA-MB-231 breast cancer cell migration. We have identified that an increase in *SNAI2 *mRNA expression following cyclin D1 silencing is abolished in cyclin D1/Id1 double knock-down cells. A meta-analysis of primary breast tumours revealed significant associations between *CCND1*, *ID1*, *CDH1 *(E-cadherin) and recurrence-free survival. *CCND1 *and *ID1 *gene expression was also correlated with EMT-associated genes including, *VIM*, *SNAI1*, *SNAI2*, and *TWIST1*. Finally, the recently established claudin-low subtype of breast cancer, which is enriched in EMT markers, was found to have a four-fold greater proportion of *CCND1*^low^/*ID1*^high ^tumours compared to other breast cancer subtypes.

## Methods

### Cell culture

The human breast cancer cell lines MDA-MB-231 and ZR75-1 (ATCC, Int., Manassas, VA) were maintained in RPMI 1640 medium supplemented with 10% fetal calf serum (FCS), sodium pyruvate (1 mM) and 1 × PEST (streptomycin 90 μg/ml, penicillin 90 IU/ml). Cells were maintained in a humidified atmosphere of 5% CO_2_/95% air at 37°C.

### siRNA and vector transfections

7.5 × 10^5 ^cells were seeded in a 10 cm (47.16 cm^2^) culture dish with PEST-free serum-containing media (SM) for 24 h. The media was subsequently removed and PEST-free serum-free media (SFM) added along with 1 ml siRNA solution (OptiMEM, Gibco, Lipofectamine 2000, Invitrogen Life Technologies, Carlsbad, CA) giving a final concentration of 40 nM oligonucleotides. 5 h after transfection, SFM was replaced with SM and cells were allowed to grow for 20 h before harvesting for migration assay or western blot. ON-TARGET*plus *SMARTpool siRNA targeting cyclin D1, Id1 or Slug (Dharmacon RNA Technologies, Lafayette, CO) were included as standard experimental protocol. A non-targeting pool was used as negative control. For vector experiments, cells were treated as above with the following exceptions: seeding density was 11 × 10^5 ^cells in a 47.16 cm^2 ^culture dish and 1.5 μg of Id1 vector pCMV-SPORT6 or control vector pCMV6 was used (Invitrogen Life Technologies, Carlsbad, CA).

### Western blotting

Western blot was performed as previously described [28] with the following antibodies: anti-cyclin D1 (1:500, DCS-6, DAKO, Denmark), anti- Id1 (1:400, C-20, Santa Cruz), and anti-Actin (1:1000, I-19, Santa Cruz, CA, USA) Proteins were visualized with horseradish peroxidase conjugated secondary antibodies using the enhanced chemiluminescence detection system (Amersham Pharmacia Biotech, Little Chalfont, UK).

### Migration assays

Cell migration was routinely carried out in 8 μm-pore polycarbonate membrane Transwell chambers with a diameter of 6.5 mm (Corning, Inc. Corning, NY). The membranes were incubated in 150 μl serum-free RPMI 1640 for an initial equilibrium period of 1 h. Cells were resuspended in serum-free medium (1 × 10^6 ^cells/ml) and 100,000 cells were added to each migration chamber. The chambers were placed into wells containing 600 μl 10% FCS medium and cells were allowed to migrate for 4 h after siRNA or vector transfections. Cells remaining in the chamber were removed with a cotton swab and the migrated cells situated on the lower side of membranes were fixed for 15 min in PBS containing 4% paraformaldehyde. Membranes were cut and mounted on glass slides for DAPI staining and counted using a fluorescent microscope (cells in three 10X-magnification fields representing the composition of the membrane were counted). Assays were performed in triplicate with two migration membranes for every treatment, and the total number of migrated cells was used for graphical and statistical purposes.

### qPCR and Chromatin immunoprecipitation assay (ChIP)

Total RNA was isolated using an RNeasy Plus Kit (Qiagen, West Sussex, UK). RNA was eluted and quantified using a Nanodrop spectrometer (ThermoScientific, Leicestershire, UK). The reverse transcription step was performed using the TaqMan Reverse Transcription Reagent Kit (Applied Biosystems, CA, USA) according to manufacturer's guidelines. TaqMan real time PCR was designed using the Universal Probe Library (Roche Diagnostics, West Sussex, UK). Primers and sequences can be found in Additional File 1. RT-PCR was performed with 5 ng template cDNA using Taqman Master Mix (Applied Biosystems, CA, USA) and an ABI prism 7900 HT sequence detection system (Applied Biosystems, CA, USA). ChIP assay was carried out using the MAGnify™ Chromatin Immunoprecipitation System (Invitrogen Life Technologies, Carlsbad, CA). 3 μg of anti-cyclin d1 antibody (DCS-6, DAKO, Denmark) was used to pull down cyclin D1, with subsequent detection of Id1 using SimpleChIP™ Human Id1 Promoter Primers (Cell Signalling Technology, Danvers, MA) and Mrg1 as positive control (Eurofins Laboratories Ltd., Manchester, UK). Promoter occupancy was calculated based on the ratio of ChIP to input control.

### Microarray analysis

Gene expression analysis of cyclin D1 silenced cells was described previously [14]. All data is MIAME compliant and raw data has been deposited at the NCBI Geo database (Accession number GSE27260). A meta-analysis of six Affymetrix gene expression datasets comprising a total of 1107 primary human breast cancers was performed as previously described [29]. Clinicopathological features were retrieved from the original studies. The follow up endpoints for the Chin *et al.*, Pawitan *et al. *and Sotoriou *et al. *datasets were recurrence-free survival, whereas for Desmedt *et al.*, Ivshina *et al. *and Wang *et al. *datasets it was disease-free survival. The gene expression datasets of Herschkowitz *et al. *[30] and Neve *et al. *[31] were used to compare expression of *ID1*, *CCND1 *and EMT-related genes across the breast cancer subtypes, including claudin-low as determined by the study and breast cell lines respectively.

### Statistical methods

To examine the statistical significance of the differences seen in the Boyden migration and qPCR a two-tailed student's t-test was employed, assuming unequal variance. Unless noted otherwise, the standard error of the mean is stated. Statistical analyses were performed using SPSS software (version 17.0, SPSS, Chicago, IL, USA). For examination of the statistical significance of associations between *CCND1*, *ID1 *and other categorical variables, Spearman's rank-order correlation coefficient, Kruskal-Wallis and Wilcoxon/Mann-Whitney tests were used as indicated in figure legends. To study recurrence-free survival the Kaplan-Meier method was employed and to compare recurrence-free survival among different quartiles the log-rank test was used. For claudin-low subtype comparison a Chi^2 ^test was employed.

## Results

### Cyclin D1 and Id1 in breast cancer cell migration

We have previously shown that cyclin D1 silencing increases migration of the ER-negative MDA-MB-231 breast cancer cell line, an effect not observed when silencing its binding partners CDK 4/6 (Lehn et al. 2010). *ID1 *was among the genes most significantly upregulated (Figure 1A, 1.40 ± 0.007 fold) in response to cyclin D1 knock-down (Figure 1A, 0.22 ± 0.017 fold) and was unchanged following CDK 4/6 silencing. 

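Gene expression was measured in MDA-MB-231 cells, an ER-negative breast cancer cell line, on 12 Illumina BeadChip arrays. The labels give 3 arrays each to cells without siRNA, with non-targeting siRNA, with siRNA against cyclin D1 and with siRNA against CDK4/6. The paper's general siRNA protocol gives 40 nM oligonucleotides, and its figure legends give 20 h after transfection. The authors deposited 1 linear intensity per probe and array for 48803 probes, already brought to nearly the same distribution on all 12 arrays, with a median of 44.1 and a range of 28 to 20972. The software and the normalization behind these values are not given in the sources used here. The intensities were background-corrected (normexp, offset 50), quantile-normalized and taken to log2, and the 27229 probes above a background level of 44.2 on at least 3 arrays were tested with limma in 1 fit over the 4 labelled groups, with Benjamini-Hochberg adjustment. A gene was represented by its tested probe with the highest mean, which gave 13601 genes. The number of arrays limits the precision. The genes targeted by the siRNAs go against several of the labels, so every group is named here as the arrays labelled with a treatment, and no array was moved to another group or left out on the basis of its values.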

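CCND1, the gene of cyclin D1, differed 5.70-fold between the lowest and the highest of the 12 arrays, but not along the labels. Its intensity was between 13659 and 15393 on the arrays labelled no siRNA 1 and 3, cyclin D1 siRNA 1, CDK4/6 siRNA 1 and 2 and non-targeting siRNA 2. It was between 2703 and 5100 on those labelled no siRNA 2, cyclin D1 siRNA 2 and 3, CDK4/6 siRNA 3 and non-targeting siRNA 1 and 3. CDK4 was at 409, 275 and 301 on the arrays labelled CDK4/6 siRNA 2, non-targeting siRNA 2 and no siRNA 3, and at 2167 to 2771 on the other 9. CDK6 was at 334, 276 and 283 on the same 3 arrays and at 1297 to 1752 elsewhere. ID1, the gene of an inhibitor of bHLH transcription factors, was measured by 2 probes, the brighter of which ranged from 1114 to 1750. It was at 1719, 1734 and 1750 on arrays labelled non-targeting siRNA 1, no siRNA 2 and cyclin D1 siRNA 2, all low in CCND1. It was at 1114 to 1451 on the other 9, among them the other arrays with low CCND1, at 1205 to 1315. The dimmer probe was at 145, 146 and 117 on those 3 and highest, at 154, on cyclin D1 siRNA 3. These arrays were singled out by their values and not tested. By label, CCND1 (probe ILMN_1688480) was 1.05 ± 0.781 (SD, n = 3) of the non-targeting mean with cyclin D1 siRNA and 1.57 ± 0.839 (SD, n = 3) with CDK4/6 siRNA. ID1 (probe ILMN_1664861) was 0.997 ± 0.233 (SD, n = 3) and 0.938 ± 0.0904 (SD, n = 3) of that mean. Neither gene passed the test between the arrays labelled cyclin D1 siRNA and non-targeting siRNA, with a log2 fold change of 0.15 (standard error 0.79) for CCND1 and -0.01 (standard error 0.18) for ID1 and an adjusted p of 0.9999 from limma for both, or 0.991 for both when adjusted over the list alone, the 12 genes the paper names at its array results. With the arrays labelled without siRNA as the control, the log2 fold change of CCND1 was -0.38. The dimmer ID1 probe, ILMN_1665832, had a log2 fold change of 0.08 (standard error 0.13). From its change in ID1 after cyclin D1 knock-down, and an earlier reported role of Id1 in metastasis, the paper reasons that Id1 may be behind the increase in migration and goes on to examine this.

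**Figure D1:**
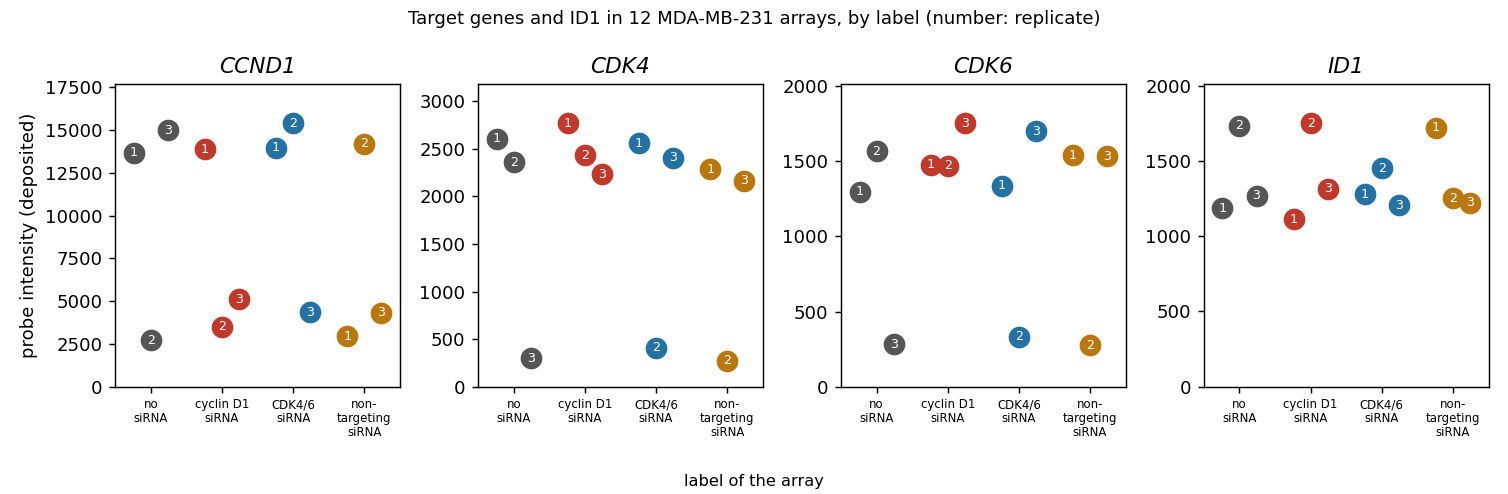
Deposited intensity (vertical axis, from 0) of CCND1, CDK4, CDK6 and ID1 on each of the 12 arrays, by the label of the array (horizontal axis), with 1 point per array and its replicate number. CCND1 lies at 5100 or lower on 1 or 2 arrays of every label, and CDK4 lies at 409 or lower on 1 array each of those labelled no siRNA, CDK4/6 siRNA and non-targeting siRNA.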

As a role for Id1 in breast cancer cell metastasis and aggressiveness has previously been suggested [17], it was logical to examine whether it was also responsible for the cyclin D1 induced increase in cell migration. Western blotting confirmed an increase in Id1 protein following cyclin D1 siRNA treatment, and effective cyclin D1 and Id1 silencing (Figure 1B). In addition, neither Id1 silencing nor vector overexpression altered cyclin D1 protein levels after 24 h.

**Figure 1:**
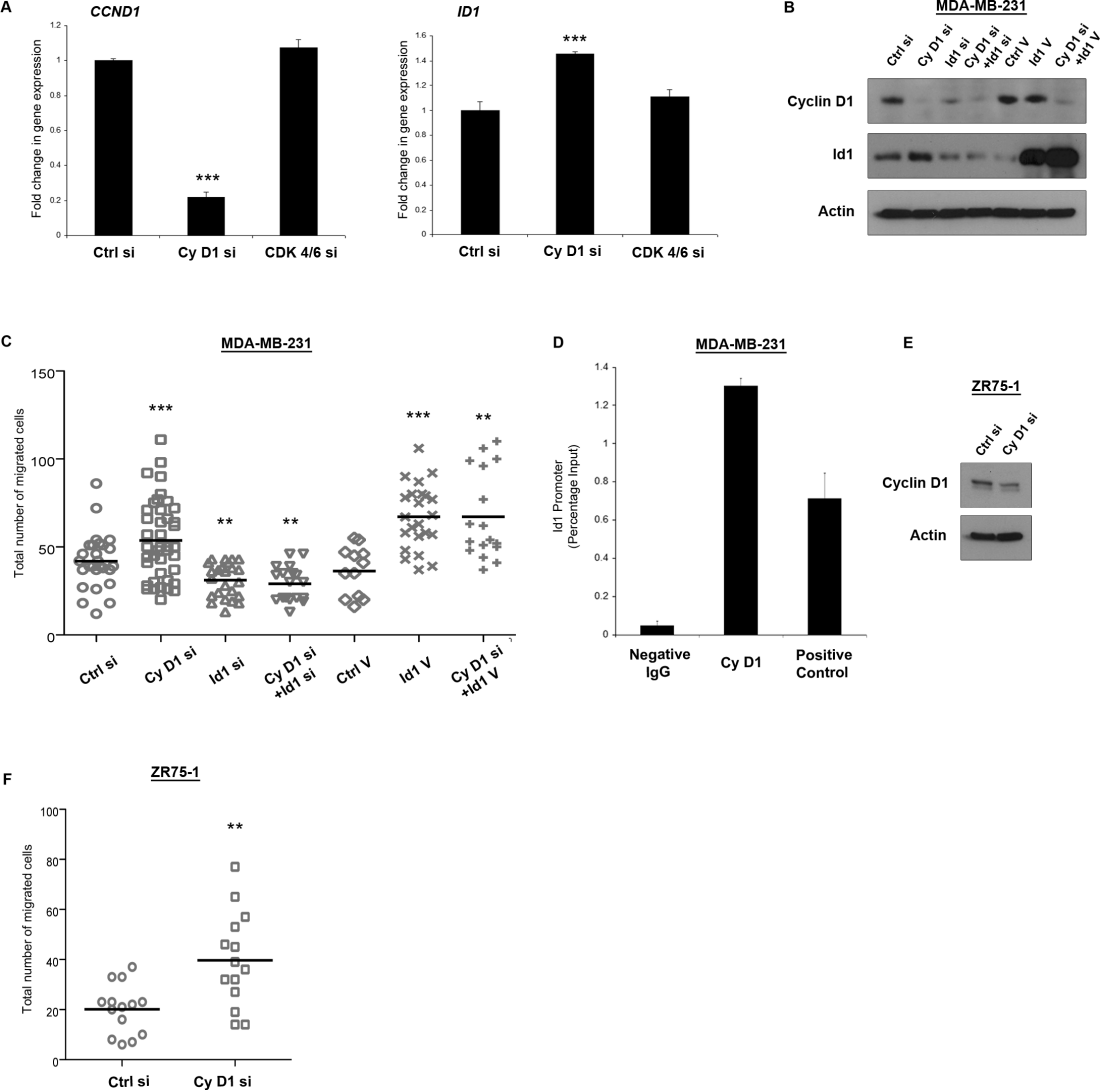
**Effect of cyclin D1 and Id1 on breast cancer cell protein expression and migration**. Actively cycling MDA-MB-231 and ZR75-1 cells were monitored 20 h post-transfection with the indicated siRNA (cyclin D1/CDK4/6/Id1) or vector (Id1) for changes in gene or protein expression, and migration. Blots are representative, and plots are mean values from at least three independent experiments. Error bars represent standard deviation. MDA-MB-231 cells: **(A) **Microarray analysis. Left panel: *CCND1 *gene expression, right panel: *ID1 *gene expression **(B) **Western blot for cyclin d1, Id1 and Actin protein, **(C) **Cell migration as measured by Boyden chamber assay, dots indicate total number of migrated cells. **(D) **ChIP assay for Id1 promoter region following cyclin D1 pull down. ZR75-1: **(E) **Western blot for cyclin d1 and Actin protein **(F) **Cell migration- Boyden chamber assay. ***P ≥ 0.001, **P ≥ 0.01, *P ≥ 0.05 vs. control, two-tailed student's t-test.

Boyden chamber migration assays accurately replicated previous experimental results, with cyclin D1 siRNA treatment of MDA-MB-231 cells increasing the total number of migrated cells to 53.57 ± 3.5, compared to control levels of 41.89 ± 3.0 (Figure 1C). Notably, Id1 siRNA decreased cell migration (31.13 ± 1.99), and addition of cyclin D1 siRNA was unable to significantly rescue this effect (46.00 ± 2.34). Overexpression of Id1 increased migration (67.13 ± 3.82 compared to control of 36.33 ± 4.00) and similar effects were found when treating cells with both Id1 vector and cyclin D1 siRNA (67.24 ± 6.08). To discount the possibility that increased siRNA concentration may have a negative impact on migration in the cyclin D1 and Id1 siRNA treated cells, we assessed single and double concentrations of siRNA in control cells and found no significant difference in cell migration (data not shown). To determine if Id1 could be a transcriptional target of cyclin D1 in MDA-MB-231 cells, we performed a ChIP assay, and demonstrated that cyclin D1 occupancy in the Id1 promoter was significantly higher (1.30% of input) in cyclin D1 pull-down than in a negative mouse IgG control, and higher still than the positive control Mrg1 (Bienvenu et al. 2010) (Figure 1D).

We next examined whether cyclin D1 silencing could effect migration in an ER-positive breast cancer cell line with similar cyclin D1 levels to MDA-MB-231 cells. siRNA treatment against cyclin D1 reduced its protein levels (Figure 1E) and also significantly increased migration (39.71 ± 5.04 compared to control of 20.14 ± 2.66, Figure 1F) of ZR75-1 cells. However, given the extremely low protein expression levels of Id1 in ZR75-1 cells, it is unlikely that the increase in migration is mediated through Id1 in this cell line. In addition to the interaction we have demonstrated between cyclin D1 and Id1, other regulators of Id1 have been previously identified. TGF-beta [32], KLF17 [33] and Src [34] are all known to interact and influence Id1 expression. Thus, levels of Id1 protein in ZR75-1 cells may reflect interactions with other transcriptional regulators. To directly address this, we examined TGF-beta (a known inducer of Id1 [32]) gene expression in a range of breast cancer cell lines and noted high levels in MDA-MB-231 cells relative to ZR75-1 cells (Additional file 2). 

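TGFB1, the gene of a TGF-beta ligand, was bright on all 12 arrays, between 3039 and 4006, while TGFB2 lay between 216 and 327 and TGFB3 between 48.9 and 62.2, close to background. SRC, a tyrosine kinase gene, was at 136 to 165 by its brightest probe, and KLF17, a transcription factor gene, was above background on 4 of the 12 arrays, with a highest intensity of 49.2. None of the 5 genes passed the test between the arrays labelled cyclin D1 siRNA and non-targeting siRNA, also when adjusted over the list alone. Log2 fold changes were 0.07 (standard error 0.11) for TGFB1, -0.0017 (standard error 0.15) for TGFB2, 0.12 (standard error 0.05) for TGFB3 and 0.03 (standard error 0.07) for SRC. The smallest p of these was that of TGFB3, with an adjusted p of 0.9999 from limma over all probes and 0.398 adjusted over the list alone. Of 21 measured genes of the BMP and TGF-beta response and 21 of the Notch pathway, 0 passed the test in either direction. The labels of these arrays do not match the levels of CCND1 and CDK4, so the values compare labels and not known treatments.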

Importantly, none of the aforementioned transcripts were altered in our expression array data in response to cyclin D1 silencing and are hence unlikely to contribute to the migratory effect we have observed.

Together, these data indicate that the increase in Id1 following cyclin D1 silencing in MDA-MB-231 cells is responsible for their enhanced migratory capacity, but that this does not appear to be the only mechanism by which cyclin D1 can induce cell migration. Mounting evidence has indicated the occurrence of an EMT-like phenotype in migratory breast cancer cells [35,36]. Given this evidence we wished to determine whether the Id1 induced increase in migration following cyclin D1 silencing may be mediated through enhanced features of EMT.

### Cyclin D1 silencing in MDA-MB-231 cells increases EMT gene expression in an Id1 dependent manner

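SNAI2 (Slug) and CDH11, genes of the mesenchymal state, did not differ between the arrays labelled cyclin D1 siRNA and those labelled non-targeting siRNA by more than the spread between arrays, and TWIST1, another such gene, lay close to background and did not pass the test. SNAI2 (probe ILMN_2082585) was between 1122 and 1682 on the 12 arrays, with a log2 fold change of -0.03 (standard error 0.14). A second SNAI2 probe, ILMN_1655740, was between 322 and 621, with a log2 fold change of 0.0028 (standard error 0.18). CDH11 was between 3069 and 4229, with a log2 fold change of -0.05 (standard error 0.11). TWIST1 was between 42 and 50.6 on the 12 arrays. It was above background on 0 of 3 arrays labelled cyclin D1 siRNA and on 3 of 3 labelled non-targeting siRNA. The measured values were at least 1.06-fold higher on the latter. The bound is the mean of the brighter group over the lowest level above background on the arrays of the dimmer one. The arrays labelled no siRNA alone spanned 42 to 50.6, so this bound does not show a difference in expression. TWIST1 had an adjusted p of 0.9999 from limma, or 0.398 adjusted over the list alone. The adjusted p from limma was 0.9999 for SNAI2 and CDH11, and 0.991 for both when adjusted over the list alone. Of 30 measured mesenchymal genes and 27 measured epithelial genes, 0 were higher and 0 were lower, also when adjusted over the list alone, with median log2 fold changes of -0.02 and -0.0011. CDH1, the gene of E-cadherin, was above background on 8 arrays with a highest intensity of 48.5, and FN1 on 8 with a highest intensity of 48.2. With the arrays labelled without siRNA as the control, the log2 fold changes were 0.12 for SNAI2 and 0.09 for CDH11, in the opposite direction and also short of the threshold. Here too the labels stand against the levels of CCND1, CDK4 and CDK6.

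**Figure D2:**
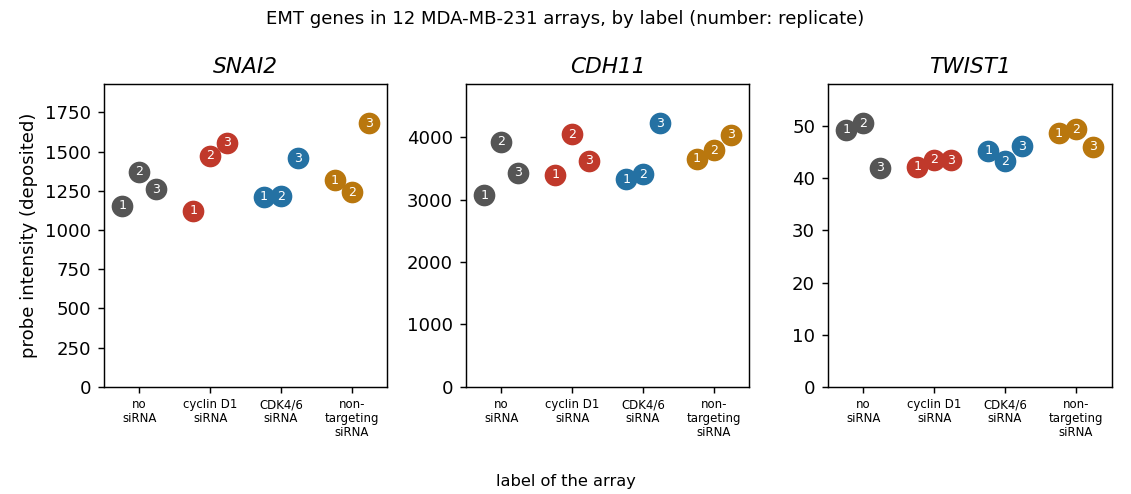
Deposited intensity (vertical axis, from 0) of SNAI2, CDH11 and TWIST1 on each of the 12 arrays, by the label of the array (horizontal axis), with 1 point per array and its replicate number. The 4 labels overlap for SNAI2 and for CDH11, and all 12 values of TWIST1 lie between 42 and 50.6.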

Examination of EMT-related genes in the microarray analysis of MDA-MB-231 cells showed significant increases in *SNAI2 *(1.19 ± 0.03 fold), *CDH11 *(OB-Cadherin, 1.18 ± 0.03 fold), and *TWIST1 *(1.13 ± 0.05 fold), following cyclin D1 silencing. 

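VIM, the gene of the mesenchymal filament protein vimentin, was among the brightest probes, between 15295 and 16971 on the 12 arrays, while SNAI1 (Snail) was near background, between 40.3 and 47.8 and above it on 6 arrays. For the arrays labelled CDK4/6 siRNA against those labelled non-targeting siRNA, the log2 fold change was -0.12 (standard error 0.14) for SNAI2 by the brighter probe and -0.11 (standard error 0.18) by the dimmer one. That of VIM by its brighter probe was -0.03 (standard error 0.06), against -0.02 (standard error 0.06) for the arrays labelled cyclin D1 siRNA. By the dimmer VIM probe, ILMN_2058251, these were -0.06 (standard error 0.05) and -0.07 (standard error 0.05). All had an adjusted p of 0.9998 or above from limma. CDK4 itself had a log2 fold change of 0.28 (standard error 0.97) and CDK6 of 0.07 (standard error 0.78) in this comparison, since 1 array of each label had low levels of both genes.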

A modest increase in *SNAI2 *(1.06 ± 0.01 fold) expression was noted after CDK4/6 silencing, but neither siRNA treatment had an effect on *SNAI1 *or *VIM *expression (Figure 2A).

**Figure 2:**
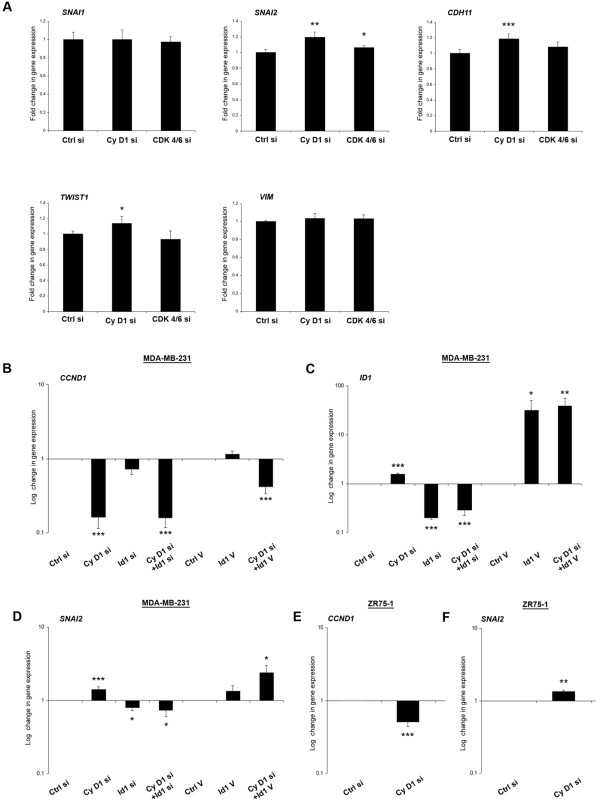
**Effect of cyclin d1 and Id1 on EMT markers**. MDA-MB-231 cells were monitored 20 h post-transfection with the indicated siRNA (cyclin D1/CDK4/6/Id1) or vector (Id1) for changes in EMT-related gene expression by microarray analysis. Additionally, MDA-MB-231 and ZR75-1 gene expression was examined by qPCR assay. Plots are mean values from at least three independent experiments Error bars represent standard deviation. **(A) **Microarray analysis of *SNAI1*, *SNAI2*, *CDH11*, *TWIST1 *and *VIM *gene expression. **(B-D) ***CCND1, ID1 *and *SNAI2 *in MDA-MB-231 cells. **(E, F) **qPCR analysis of *CCND1 *and *SNAI2 *in ZR75-1 cells. ***P ≥ 0.001, **P ≥ 0.01, *P ≥ 0.05 vs. control, two-tailed student's t-test.

Using siRNA against cyclin D1 and Id1 we confirmed significantly decreased levels of *CCND1 *by qPCR, and found that Id1 siRNA had no significant impact on *CCND1 *expression (Figure 2B) after 24 h. Increased *ID1 *levels (1.58 ± 0.09 fold) were noted following cyclin D1 silencing (Figure 2C) and the effect of Id1 siRNA on *ID1 *expression was reduced when combined with cyclin D1 siRNA (0.18 ± 0.01 vs. 0.28 ± 0.06 fold respectively, *P = *0.019). As noted in our microarray data, cyclin D1 silencing increased *SNAI2 *levels, a result validated by qPCR analysis (1.41 ± 0.1 fold). This increase was reversed when cyclin D1 was silenced in combination with Id1 (0.73 ± 0.13 fold of control, Figure 2D). Id1 overexpression increased *SNAI2 *levels (1.34 ± 0.22 fold), an effect greatly enhanced when cyclin D1 was also silenced (2.39 ± 0.64 fold). Notably, silencing of cyclin D1 was unable to increase MDA-MB-231 cell migration when Slug was also silenced (Additional File 3). We also observed an increase in *SNAI2 *expression following cyclin D1 silencing (Figure 2E) in ZR75-1 cells (1.34 ± 0.05 fold, Figure 2F).

These results suggest a novel effect whereby cyclin D1 silencing enhances a mesenchymal phenotype in MDA-MB-231 and ZR75-1 cells. In order to further validate our hypothesis, we next examined gene expression data from a large cohort of breast cancer patients.

### *CCND1 *and *ID1 *expression are correlated to clinicopathological parameters and predict recurrence risk in breast cancer

To investigate the relationship between *CCND1 *and *ID1 *expression in primary breast tumours we used a previously published meta-analysis consisting of six groups of tumours on Affymetrix arrays totaling 1 107 samples. Due to the large number of patients and spread of gene expression values we quartiled each gene, giving us the following subgroups- 1 (low expression), 2 (low-medium), 3 (medium-high) and 4 (high). Initial examination of clinicopathological parameters revealed that *ID1 *was negatively correlated to tumour grade (p < 0.001), and size (p = 0.005). *CCND1 *expression was associated with ER-positive breast cancers (p < 0.001), and lower histological grade (p = 0.002) (Table 1). Neither *CCND1 *nor *ID1 *provided independent prognostic information in a Cox multivariate analysis (data not shown).

**Table 1:** Distribution of *CCND1 *and *ID1 *gene expression according to clinico- pathological parameters in breast cancer patients

	*CCND1*					*ID1*				
**Variable**	**1** **N = 277**	**2** **N = 276**	**3** **N = 277**	**4** **N = 277**		**1** **N = 277**	**2** **N = 276**	**3** **N = 277**	**4** **N = 277**	

**ERα positive (%)** *P*- value (R-value)					< 0.001† (0.306)					0.529† (0.021)
< 10	118	49	44	28		61	66	52	60	
≥ 10	117	177	195	211		172	170	182	176	
Missing cases: 168										

**NHG** *P*- value (R-value)					0.002 (-0.098)					< 0.001 (-0.199)
I	27	48	60	32		22	41	44	60	
II	72	79	86	93		77	78	87	88	
III	96	73	53	65		90	84	62	51	
Missing cases: 323										

**Lymph node status** *P*- value (R-value)					0.360† (0.030)					0.078† (-0.058)
N = 0	192	198	200	190		190	190	197	203	
N > 0	41	30	39	47		43	48	33	33	
Missing cases: 170										

**Tumour size, mm** *P*- value (R-value)					0.415† (-0.032)					0.005† (-0.109)
≤ 20	71	90	97	80		63	91	89	95	
> 20	90	75	73	86		95	83	69	77	
Missing cases: 445										

* Correlations were calculated using Spearman's ρ unless otherwise specified

† Wilcoxon/Mann-Whitney test (two-sided)

ER, Oestrogen receptor; NHG, Nottingham Histologic Grade.

Next, we determined how these quartiles related to recurrence-free survival (RFS) in the combined datasets. In all patients, and particularly in the subgroup of ER-positive patients, high expression of *CCND1 *was associated with the shortest RFS (p = 0.049 and p = 0.006, respectively, Figure 3A, left and middle panels, log-rank test). This effect was not observed in the ER-negative subgroup (Figure 3A, right panel). Conversely, low *ID1 *expression was associated with the shortest RFS in all patients (p < 0.001, Figure 3B, left panel), but not in the ER-positive and negative subgroups (Figure 3B, middle and right panels). The levels of EMT-related genes, *SNAI1 *(Figure 3C), *SNAI2 *(Figure 3D), *VIM *or *TWIST *(Additional File 4B and 4C) were not of significant prognostic value. However, *CDH1 *(E-cadherin) significantly predicted RFS in all and ER-positive patients (Additional File 4A, left and middle panels).

**Figure 3:**
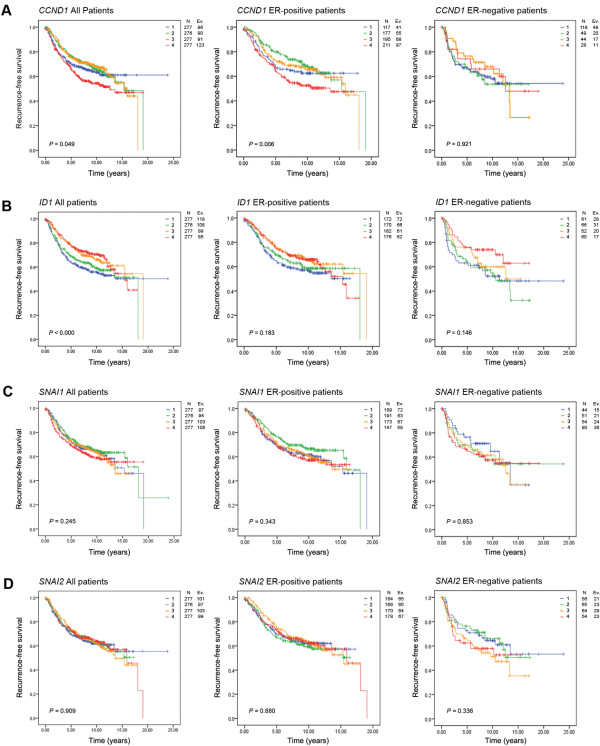
**Correlation of *CCND1*, *ID1*, *SNAI1 *and *SNAI2 *expression to recurrence free survival**. Expression of our genes of interest in relation to recurrence-free survival was examined in a breast cancer database containing 1,107 tumours from Sims *et al. *(2008). Gene expression intensity was quartiled as 1-low, 2- medium low, 3- medium high and 4- high, and assessed in all patients, ER-positive and ER-negative patients, respectively **(A) ***CCND1 *quartiles **(B) ***ID1 *quartiles **(C) ***SNAI1 *quartiles **(D) ***SNAI2 *quartiles. P-value is based on log-rank test.

### Low *CCND1 *and high *ID1 *expressing tumours show increased EMT-related gene expression and predict risk of recurrence in breast tumours

As our *in vitro *experiments indicated that *CCND1^low^/ID1^high ^*breast cancer cells exhibit increased invasion and expression of the *SNAI2 *gene, and our survival analysis indicated that low *CCND1 *and high *ID1 *expression can predict RFS in breast cancer patients; we examined all four combinations of *CCND1*^low/high ^and *ID1 *^low/high ^gene expression in relation to well-characterised EMT genes in all patients of the same tumour material. The highest expression of *SNAI2*, *TWIST1*, *VIM *and lowest expression of *CDH1 *was found in the *CCND1^low^*/*ID1^high ^*subgroup of tumours (Figure 4A, yellow bars). Further weight was added to this analysis when examining the *CCND1*^low/high^/*ID1*^low ^subgroups of tumours (Figure 4A, red and blue bars, respectively). These tumours encompass the lowest expression of *SNAI2*, *TWIST1*, *VIM *and highest expression of *CDH1*. This suggests, as our MDA-MB-231 *in vitro *experiments demonstrated, that cyclin D1 is unable to influence the induction of EMT in the absence of Id1.

**Figure 4:**
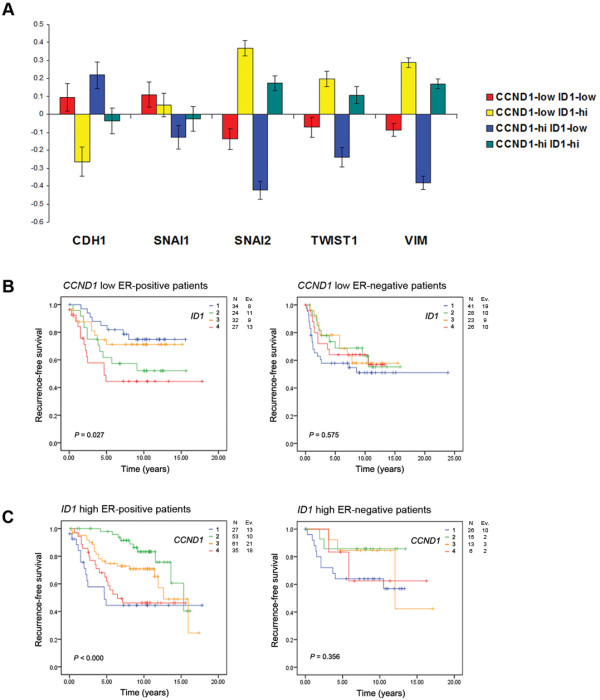
**EMT-related gene expression intensity and recurrence free survival in *CCND1*/*ID1 *high and low tumours**. A breast cancer database was employed to examine **(A) **Mean-centered average expression of EMT-related genes of interest in *CCND1*/*ID1 *subgroups, and **(B, C) **Recurrence-free survival of ER-positive and negative patients in *CCND1*/*ID1 *subgroups. P-value is based on log-rank test.

To gain further insight into the relationship between cyclin D1 and Id1 we examined the *CCND1*^low^/*ID1*^high ^subgroups with regards to RFS in all, ER-positive, and negative patients. No statistical significance was found when examining all (data not shown) or ER-negative patients however, high *ID1 *expression was associated with the shortest RFS (Figure 4B, left and right panels) in *CCND1*^low ^ER-positive tumours. In addition, both low and high *CCND1 *expression was associated with the shortest RFS in *ID1*^high ^ER-positive tumours with no statistical significance observed in all (data not shown) or ER-negative patients (Figure 4C, left and right panels).

### Low *CCND1 *and high *ID1 *expression is dominant in the EMT-related basal B breast cancer cell lines and claudin-low subtype of tumours

A number of studies [31,37-39] have consistently split breast cancer cell lines into three groups based on their gene expression profiles; luminal, basal (or basal A) and mesenchymal/basal B/claudin-low subtypes. A greater proportion of the mesenchymal/basal B/claudin-low cell lines have low *CCND1 *and high *ID1 *expression than luminal (including ZR75-1) or basal A subtypes (Figure 5A-C) in the Neve *et al. *dataset (profiles for the same cell lines are highly correlated across several independent studies, data not shown) and have increased expression of EMT markers (*SNAI1*, *SNAI2*, *TWIST1*, *VIM*), along with low *CDH1*. Although ZR75-1 cells have similar levels of *CCND1*, they are of luminal subtype and display high expression of *CDH1 *(Figure 5A). This demonstrates the distinct difference between these cells lines, which may explain why Id1 appears unnecessary for enhanced EMT features in ZR75-1 cells following cyclin D1 silencing.

**Figure 5:**
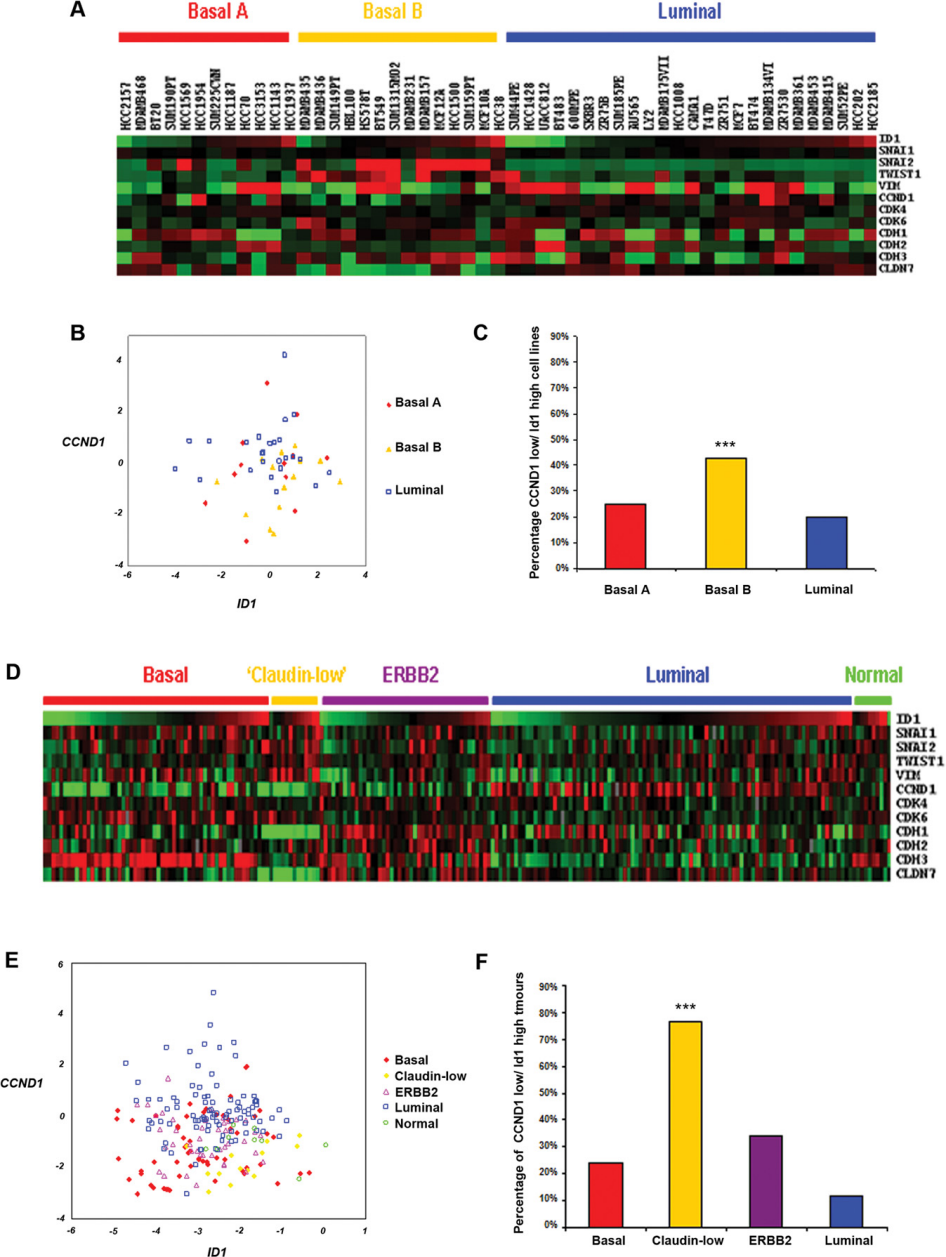
**Gene expression of Cyclin d1/Id1 and EMT markers in breast cancer cell lines and claudin-low tumours**. Expression of EMT and related genes from the Neve *et al *cell line **(A-C) **and Herschkowitz *et al. *claudin-low **(D-F) **studies. **(A and D) **Heatmaps showing relative expression of genes of interest, Red = high, Green = low. **(B and E) **Scatterplots showing the relationship between breast cancer subgroups and *CCND1*/*ID1 *expression **(C and F) **Proportion of *CCND1-*low/*ID1*-high cell lines and tumours in breast cancer subgroups. ***P ≥ 0.001, Chi^2 ^test.

Recent studies have identified a 'claudin-low' subtype of breast cancer amongst human tumours through gene transcriptional profiling [30,40,41]. Tumours of the claudin-low subtype putatively contain tumour initiating cells (TIC), display high expression of EMT markers, and are believed to be the closest representation of an EMT phenotype in breast cancer [42]. This subtype displayed the highest proportion of *CCND1^low^/ID1^high ^*expressing tumours (Figure 5D-F). These data are consistent with our observation that *CCND1*^low^/*ID1*^high ^tumours belong to a subgroup of breast tumours with distinct expression pattern of *CCND1*, *ID1 *and EMT related genes.

## Discussion

In this study we demonstrate that the increase in MDA-MB-231 cell migration following cyclin D1 silencing is dependent on the upregulation of Id1. Previous studies have found both similarities and differences to our experimental model. Caldon *et al. *showed an increase in Id1 protein in mouse mammary epithelial cells isolated from cyclin D1^-/- ^mice compared to wild type, in line with our observations. Moreover, they also established the inability of Id1 to promote proliferation of mammary acini in the absence of cyclin D1 [43]. Swarbrick *et al. *revealed a decrease in cyclin D1 expression 48 h after Id1 silencing in MCF7 cells [44], and others report the same effect in both MCF7 and MDA-MB-231 cells [45]. We did not observe this decrease in cyclin D1 protein expression in MDA-MB-231 cells after 24 h in our study. However, qPCR analysis showed a similar decrease in cyclin D1 mRNA levels which may become more apparent on the protein level after 48 h. Bienvenu *et al. *demonstrated binding of cyclin D1 to the promoter region of *ID1 *in mouse retinal cells, and when comparing wildtype to *CCND1*^-/- ^mice found an 8-fold enrichment of *ID1*. We have also observed occupancy of the Id1 promoter region by cyclin D1 in MDA-MB-231 cells, where it may repress Id1 expression. These data demonstrate the complex relationship between cyclin D1 and Id1. It is important to note that here we are only proposing this mechanism in MDA-MB-231 cells and in a distinct subset of representative breast tumours. We observed this complexity during the course of our work, where despite an increase in ZR75-1 migration following cyclin D1 silencing, Id1 protein levels were so low as to not substantially contribute to this effect. We postulate that in ZR75-1 cells other known transcription regulators of Id1 such as TGF-beta may be responsible for repressing expression of the protein. Importantly, TGF-beta and other known Id1 regulators (KLF17, Src) were unchanged in our MDA-MB-231 microarray following cyclin D1 silencing, indicating they do not contribute to the upregulation of Id1 or migration in our analysis.

It is pertinent to highlight that the increase in migration we have observed is occurring in an already highly invasive, mesenchymal-like cell line. This may account for a lessened migratory response to cyclin D1 silencing. Further evidence of this concept is shown in the more epithelial-like, less typically invasive ZR75-1 cells, where the increase in cell migration is more pronounced (1.89 fold vs. 1.3 fold in MDA-MB-231) following cyclin D1 knock-down. In addition, cyclin D1 is known to be expressed at variable levels across cell lines and subtypes of breast cancer thus, silencing of cyclin D1 is unlikely to increase migration uniformly in all cell types.

A common feature in our MDA-MB-231 and ZR75-1 cells was an increase in *SNAI2 *expression 24 h after cyclin D1 knock-down, which coincided with an increase in cell migration. In MDA-MB-231 cells, silencing of Id1 reversed this and *SNAI2 *expression was decreased, as was cell migration. Moreover, silencing of Slug- the *SNAI2 *protein, significantly decreased MDA-MB-231 migration, and cyclin D1 silencing was unable to rescue this effect. These migratory observations for *SNAI2 *are in line with previous experimental data, indicating that Slug expression induces a migratory phenotype and can represses E-cadherin, inducing an EMT in epithelial cells [46]. Moreover, siRNA against Slug decreases MDA-MB-231 cell migration [47], and Slug and Snail are overexpressed invasive ductal carcinoma [48]- a form of breast cancer hallmarked by cell migration. In our experimental model, Slug would appear a likely candidate mediating the observed migratory effects, however it is entirely plausible that it does so in conjunction with other EMT factors. We also found statistically significant changes in *TWIST1 *and *CDH11 *(the positive EMT-regulator also known as OB-cadherin) following cyclin D1 silencing, both of which have been implicated with enhanced cell motility [49,50]. The changes in our EMT markers are in the order of 1.13 to 1.19 fold of control by expression array analysis (Figure 2A). 

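Over the 13601 genes, the largest log2 fold change of the arrays labelled cyclin D1 siRNA over those labelled non-targeting siRNA was 1.13 (standard error 0.97), for CDK4, the gene of a cyclin D1 binding partner. It had an adjusted p of 0.9999 from limma, and its size comes from the array labelled non-targeting siRNA 2, where CDK4 was at 275 against 2289 and 2167 on the other 2 of that label. The largest decrease was that of PPIB, at -0.56 and also short of the threshold. No gene was called, so no increase past the threshold can be given. The labels stand against the levels of CCND1, CDK4 and CDK6, so these values do not bear on the paper's largest increase.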

We note that these figures are more meaningful when taken in the context of the most increased gene in our expression array, which was only upregulated 1.8 fold [14]. As may be expected from treatment with siRNA, many more genes were downregulated in the array analysis than upregulated, again highlighting the importance of the increases in our mesenchymal markers. It is likely that all of these factors work in concert to promote a migratory and EMT-like phenotype, and that small gains in expression of a number of EMT genes can contribute to a greater overall effect.

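Between the arrays labelled cyclin D1 siRNA and non-targeting siRNA, 0 of 13601 genes were higher and 0 were lower at an adjusted p under 0.05 from limma. The levels of CCND1, CDK4 and CDK6 go against several labels, so the counts here compare labels and not known treatments. They cannot show whether genes changed after silencing. At an unadjusted p under 0.05, 208 genes were higher and 205 were lower, 3.04% of those tested, where chance alone gives 5%. The methods' t-test on the same values gave 164 higher and 163 lower at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. For CDK4/6 siRNA against non-targeting siRNA, 0 genes were called and 137 were higher and 110 lower at an unadjusted p under 0.05. All 3 arrays labelled cyclin D1 siRNA lay above all 3 labelled non-targeting siRNA for 567 genes and below them for 471, together 7.63% of the genes, where chance gives 10%. Of 50 measured genes of E2F and DNA replication and 47 of G2/M and mitosis, the gene groups of the cell cycle, 0 passed the test in either direction. The E2F list as a whole had a median log2 fold change of 0.24 and an adjusted p of 1.8e-07 from camera with its preset correlation, and an adjusted p = 0.935 with an estimated correlation. The shift rests on the array labelled cyclin D1 siRNA 1: the mean log2 deviation of the list was 0.35 there and -0.08 and 0.02 on cyclin D1 siRNA 2 and 3, and without that array the median log2 fold change was 0.08 and the adjusted p 0.264 with the preset correlation. The level was not particular to that label, since it was 0.38 on no siRNA 1 and 0.32 on CDK4/6 siRNA 1.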

The relationship between cyclin D1 expression and patient outcome remains a controversial area, with studies reporting both positive and negative associations. *CCND1 *gene amplification has been related to poor disease outcome in ER-positive patients [51,52], but others correlate cyclin D1 protein expression with both better [53,54] and worse [55] prognosis. It has been proposed that subgroup analysis with small numbers of patients [56] and splice variants of the gene have contributed to these contrasting results. In agreement with others [57], we found an association between high *CCND1 *expression and poor prognosis (Figure 3A). However, when examining *ID1 *high tumours, both the highest and lowest expression quartiles of *CCND1 *were correlated to reduced RFS/DFS but only in the ER-positive subgroup (Figure 4C). A similar trend was noted for *ID1*, where in all patients low expression of the gene was associated with a shortest RFS (Figure 3B), but in the *CCND1 *low ER-positive subgroup of tumours, a positive correlation was found (Figure 4B).

Whilst this may appear contrasting to our *in vitro *data, we reason that cyclin D1 low, ER-positive tumours best represent our cell line model. We chose two cell lines (MDA-MB-231 and ZR75-1) based on their high expression of cyclin D1 (regardless of oestrogen receptor status). We then reduced these high levels using siRNA and noted an increase in cell migration and EMT markers. As ER-negative tumours are consistently cyclin D1 low, these are less representative our *in vitro *experiments. ER-positive tumours however are typically cyclin D1 high, thus by choosing tumours that are cyclin D1 low in this subgroup, we are more correctly mimicking our *in vitro *setting, where expression of cyclin D1 may have been lost. This yields the interesting observation that ER-positive tumours with low cyclin D1 appear to behave similarly to ER-negative tumours with regards to their relationship to EMT markers and the claudin-low subtype. Thus, should ER-positive tumours that have lost expression of cyclin D1 be considered more ER-negative-like? Whilst the answer to this question is far beyond the scope of this study, what is clear is that the effect we are observing is centred on loss of cyclin D1 and not on the oestrogen receptor status of our testing material.

Interestingly, the *CCND1*^low^/*ID1*^high ^and *CCND1*^high^/*ID1*^high ^tumours both displayed increased expression of EMT-related genes (Figure 4A, yellow and green bars respectively). This suggests that in the context of these subgroups, *ID1 *is vital for increased EMT gene expression and when *CCND1 *is low it enhances the EMT phenotype.

We did not observe any meaningful impact of EMT genes in individual Kaplin-meier analysis on patient survival in our dataset. There has been an explosion of EMT related data in recent years in the breast cancer field. Central to many of these publications has been the ability of EMT to putatively enhance stem cell-related features and promote the metastatic process [58,59]. Of particular note, the idea of cells that have undergone EMT residing at the leading edge of an invasive tumour and promoting metastasis at the tumour- stroma interface has garnered much attention [60]. This hypothesis may be one explanation as to why EMT markers such as *SNAI1*, *SNAI2*, *TWIST1 *and *VIM *do not show any prognostic significance in our model- if the cells that have undergone EMT reside at the leading edge of the tumour, strong expression of their genes could easily be lost amongst the entirety of the tumour body. In these circumstances, any strong links to prognosis would also be diluted.

A second, more straightforward explanation as to why we have not observed prognostic significance of EMT- related genes centers upon a keystone principal. Upregulation of one EMT gene, e.g. *SNAI1*, is not enough to induce a transition to mesenchymal phenotype. This is supported by the board range of expression values of EMT genes across all breast cancer tumours and subtypes in our study (Figure 5D). Induction of EMT requires a reduction in *CDH1 *expression and upregulation of the potent *SNAI1, SNAI2 *and *TWIST1 *genes (amongst others). In order to examine the effect of EMT in our cohort, we would have to combine all tumours with these gene properties- giving us a 'claudin-low' subgroup. Unfortunately, we have too few cases in our claudin-low dataset to give any relevant prognostic information. In order to explore this further a cohort consisting of a large representation of claudin-low tumours, preferably with micro-dissection of the tumour-stroma interface would be required.

Much like *CCND1*, some controversy surrounds expression patterns of *ID1*, and despite numerous links to invasion and migration in breast cancer [43,44] some groups report an absence of the protein in the normal mammary gland [61]. Perk *et al. *assessed Id1 protein expression in mammary carcinomas [62] and found nuclear expression of Id1 in a rare subtype of breast cancer, metaplastic mammary tumours. Metaplastic cancers have a unique genetic profile that is notably, most closely related to the claudin-low subtype of breast cancer [41,63,64] and are very poorly differentiated. Given the poor outcome associated with metaplastic cancer, it may indicate why high *ID1 *expression in *CCND1 *low tumours gave the shortest RFS.

Adding further weight to our analysis, we found the greatest proportion of *CCND1*^low^/*ID1*^high ^cell lines and tumours in the claudin-low subgroup, which have a poor prognosis [65], associations with EMT and chemotherapy resistance [66] and has stem-cell tumour initiating features [42]. A number of these properties are reflected in both the cell lines and patient material used within this study, potentially indicating a central role for cyclin D1 and Id1 in this subgroup.

## Conclusions

The increase in MDA-MB-231 migration we have observed following cyclin D1 silencing is dependent on an upregulation of Id1 and induction of a more mesenchymal phenotype. Patients with *CCND1*^low^/*ID1*^high ^tumours have a shorter RFS and we have shown a link between *CCND1*^low^/*ID1*^high ^tumours and the claudin-low subgroup of breast cancer.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

NT performed the experimental work and the statistical analyses as well as drafting the manuscript. KL helped with the experimental work, and statistical analysis as well as drafting the manuscript. SL performed migration assays and western blots. AHS performed the statistical analyses and the bioinformatics related experimental work, as well as drafting the manuscript. GL was the principal investigator of the study and participated in the study design and interpretation of the data and helped to draft the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/11/417/prepub

## Supplementary Material

Additional file 1 **qPCR primers**. Sequences of primers used in this study. Click here for file

Additional file 2 **TGF-β gene expression in breast cancer cell lines**. The dataset from Neve *et al. *was employed to examine TGF-β gene expression in breast cancer cell lines. The bar at the bottom of the figure represents the subtype of each cell line. Blue = luminal, Orange = Basal A, Red = Basal B. Cell lines of interest are highlighted with a black rectangle, and are ZR75-1 and MDA-MB-231 cell. Click here for file

Additional file 3 **Cyclin D1 silencing does not increase MDA-MB-231 cell migration in the absence of Slug**. Actively cycling MDA-MB-231 cells were monitored 20 h post-transfection with the indicated siRNA (cyclin D1/slug) for changes in cell migration and gene expression. Error bars represent standard deviation. **(A) **Cell migration as measured by Boyden chamber assay **(B) **qPCR analysis of slug expression. ***P ≥ 0.001, **P ≥ 0.01, *P ≥ 0.05 vs. control, two-tailed student's t-test. Click here for file

Additional file 4 **Correlation of *CDH1*, *VIM *and *TWIST1 *expression to recurrence free survival**. Expression of our genes of interest in relation to recurrence free survival was examined in a breast cancer meta-analysis. **(A) ***CDH1 *quartiles **(B) ***VIM *quartiles **(C) ***TWIST1 *quartiles. P-value is based on log-rank test. Click here for file

# Supplementary material for: Cyclin D1, Id1 and EMT in breast cancer
**Source:** BMC Cancer. 2011 Sep 28;11:417. doi: 10.1186/1471-2407-11-417
**Supplement:** Additional file 1 — qPCR primers. Sequences of primers used in this study.

| **Name** | **Direction (5’ to 3’)** | **Sequence** |
| --- | --- | --- |
| ***CCND1*** | Forward | CCTGTCCTACTACCGCCTCA |
|  | Reverse | CAGTCCGGGTCACACTTGA |
| ***ID1*** | Forward | CCAGAACCGCAAGGTGAG |
|  | Reverse | GGTCCCTGATGTAGTCGATGA |
| ***SNAI2*** | Forward | TTTTGCCAATTAACAGTATGTGC |
|  | Reverse | GCCAGGAATGTTCAAAGCTAA |
| ***B2M*** | Forward | TTCTGGCCTGGAGGCTATC |
|  | Reverse | TCAGGAAATTTGACTTTCCATTC |
| ***TUBB*** | Forward | TTAACCATGAGGGAAATCGTG |
|  | Reverse | CTGATCACCTCCCAGAACTTG |
| ***PGK*** | Forward | CTGTGGCTTCTGGCATACCT |
|  | Reverse | CTTGCTGCTTTCAGGACCA |
| ***Mrg1 Promoter*** | Forward | GATCCTTCAGTGAGCCAAGG |
|  | Reverse | ATGTGTTGCTGACCATCCAA |

**Supplemental Table 1.** qPCR and ChIP Primers

How the deposited data were processed for this re-analysis (not part of the article)

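RNA from MDA-MB-231 cells was measured on 12 Illumina BeadChip arrays, labelled as 4 groups of 3 replicates: cells without siRNA, with non-targeting siRNA, with cyclin D1 siRNA and with CDK4/6 siRNA. The paper's general siRNA protocol, which does not name CDK4/6, gives 40 nM oligonucleotides. The legends of its figures with array panels give 20 h after transfection. The authors deposited a table of linear probe intensities for 48803 probes, and sorted values agree between arrays within 0.5% at 99.99% of the ranks, as after a quantile normalization by the authors. The background had not been taken off, since the lowest intensity is 28 and the median 44.1. The software, the background setting and the normalization are not given in the sources used here, and the paper refers to an earlier article for the array analysis. A second deposited table holds intensities before normalization with a detection p-value beside each, in 24 per-sample columns whose names match no sample label. These 24 columns were not used here.

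The analysis used R 4.3.3, limma 3.58.1 and matplotlib 3.10.9. The deposited intensities were corrected with normexp (offset 50), quantile-normalized, which changes little in values already normalized, and taken to log2. The plan made before the data were examined set a filter on detection p-values, which the table used lacks. In its place, chosen after the values were seen, the background was taken from the mode of all intensities (39.4) and the SD of the values below it (2.90), and a probe was tested if it was above 44.2, the level of a one-sided background p of 0.05, on at least 3 arrays. This kept 27229 probes, 55.8% of the table. 1 fit over the 4 groups with limma (lmFit and eBayes, two-sided) gave 4 comparisons, with Benjamini-Hochberg adjustment over the probes tested and a threshold of 0.05. Of the probes, 27578 have 1 gene symbol in the platform annotation used here, 13 have several and 21212 have none there. The Entrez numbers of 27541 probes were found in the gene table of GRCh38.p14, used only for names, and 0 symbols changed. A gene was represented by its tested probe with 1 symbol and the highest mean over the 12 arrays.

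Genes were named in the text by a rule set before the data were examined: those the paper names, the called genes with the largest changes and no overlap between arrays (there were 0), and members of fixed gene lists. 16 gene lists were tested with camera (preset correlation 0.01), camera with an estimated correlation and fry. Another 4 lists held markers of luminal breast cells, leukocytes, fibroblasts and endothelial cells. How much a list differs between the 12 arrays, without the labels, was set against 10000 random lists of the same size matched on mean expression. PPIB and the genes listed by their range over the 12 arrays were chosen after their values were seen.

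In an siRNA experiment the targeted genes check the labels. CCND1, CDK4 and CDK6 go against several labels, so groups are called the arrays labelled with a treatment. Conditions were kept as labelled, and no array was reassigned, left out or averaged with others on the basis of its values. No 2 arrays held the same values: at most 0.698% of the tested probes had an identical intensity on 2 arrays. The fit was tested on simulated data with the spread of these arrays, for cyclin D1 siRNA against non-targeting siRNA with 13601 genes. It called 82% of 50 genes changed by 0.5 on the log2 scale, 100% of 50 changed by 1 and 98% of 50 changed by 2. There were 14 false calls. No change smaller than 0.5 was simulated, and the paper's array increases of ID1, SNAI2, CDH11 and TWIST1 are smaller. The fitted standard errors under the labels were 0.18 for ID1 and 0.79 for CCND1, so these shares need not hold for such genes. The simulation therefore cannot show whether changes of the size the paper gives for ID1, SNAI2, CDH11 and TWIST1 would be called. The alternatives were the background correction, normalization, filter, replicate block, arrays in the fit, test, array weights, probes of a gene, control group and leaving out each replicate. The chip as a block was not run, since the chip of each array is not given in the sources used here. The methods section names a two-tailed t-test for the migration and qPCR assays, and the legends of 2 figures with array panels name it too. It was run here as an alternative. Leaving out each array in turn from the list tests called by camera was added after the values were seen.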

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

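No gene was called in any of the 4 comparisons, and this held for limma under other background corrections, normalizations, filters, array weights, with the replicate block (0 genes in each comparison), with only the 2 groups compared and without each replicate in turn (0 to 0 genes), and for the methods' t-test after Benjamini-Hochberg adjustment. Other controls were run for cyclin D1 siRNA and CDK4/6 siRNA against non-targeting siRNA, also with 0 genes. At an unadjusted p under 0.05 the methods' t-test gave 327 genes for cyclin D1 siRNA against non-targeting siRNA, 266 for CDK4/6 siRNA against non-targeting siRNA, 202 for cyclin D1 siRNA against CDK4/6 siRNA and 274 for no siRNA against non-targeting siRNA, since it is not adjusted. The largest called increase and the share of called genes that fell could not be given under any setting, as no gene was called. The lists called by camera, 1 for cyclin D1 siRNA and 2 each for CDK4/6 siRNA and no siRNA, all against non-targeting siRNA, fell to 0 with an estimated correlation. They also changed without single arrays, an alternative added after the values were seen. Without each array of a comparison in turn, the median log2 fold change of the E2F list ranged from 0.084 (without cyclin D1 siRNA replicate 1, adjusted p = 0.264) to 0.36 for cyclin D1 siRNA, from 0.012 (without CDK4/6 siRNA replicate 1, adjusted p = 0.728) to 0.26 for CDK4/6 siRNA and from -0.076 (without no siRNA replicate 1, adjusted p = 0.021) to 0.27 (without no siRNA replicate 3) for no siRNA. That of the G2/M list ranged from 0.040 to 0.18 for CDK4/6 siRNA and from -0.0053 (without no siRNA replicate 1) to 0.19 (without no siRNA replicate 2) for no siRNA. With the replicate block, 1 list was called for cyclin D1 siRNA against CDK4/6 siRNA, where 0 were called without it. The cause was not tested. The replicate numbers were not taken to pair the arrays, since neither the paper nor the labels say what a number shares and not every pair of same-numbered arrays deviated together: deviations correlated at -0.24 to 0.42 and over 0.1 in 10 of 18 pairs. The median was 0.14 for same-numbered arrays against -0.05 for the others, and 5 of 12 arrays had an array of their own number as their closest.

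For the 12 genes named at the paper's array results, no setting gave an adjusted p under 0.05 and the signs of several of the log2 fold changes were not stable. The sign was kept under all settings that gave a value by TWIST1, TGFB3 and KLF17 for cyclin D1 siRNA and by CCND1, TWIST1, VIM, TGFB1, TGFB2, TGFB3 and SRC for CDK4/6 siRNA, both against non-targeting siRNA. For cyclin D1 siRNA, array weights turned CCND1 to -0.13, ID1 to 0.066 and TGFB2 to 0.005. The mean over all probes turned ID1 to 0.036. With the arrays without siRNA as the control, CCND1 was -0.38, SNAI2 0.12, CDH11 0.09, VIM 0.011 and TGFB2 0.086, and for CDK4/6 siRNA SNAI2 was 0.033 and CDH11 0.071. With both control groups together, CCND1 was -0.12, SNAI2 0.044, CDH11 0.018 and TGFB2 0.042. The cause was not tested. Without each replicate in turn, log2 fold changes for cyclin D1 siRNA ranged from -0.42 (without cyclin D1 siRNA replicate 1) to 0.82 (without non-targeting siRNA replicate 2) for CCND1, -0.19 to 0.14 for ID1, -0.047 to 0.030 for SNAI1, -0.12 to 0.11 for SNAI2, -0.12 to 0.0034 for CDH11, -0.062 to 0.0085 for VIM, -0.030 to 0.17 for TGFB1, -0.13 to 0.12 for TGFB2 and -0.023 to 0.10 for SRC. For CDK4/6 siRNA they ranged from 0.32 to 1.45 for CCND1, -0.16 to 0.079 for ID1, -0.031 to 0.046 for SNAI1, -0.20 to 0.012 for SNAI2 and -0.071 to 0.034 for KLF17. SNAI1, TWIST1 and KLF17 lie near background, which limits what any setting can show for them. TWIST1, SNAI1 and KLF17 gave no value where a probe had to be above background on all 12 arrays. SNAI1 and KLF17 also gave none where it had to be above a stricter level of 46.2 on at least 3 arrays. The filters on detection p-values were run as filters on the background level, and the slide as a block was not run.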

Differences from the paper's values

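For CCND1 after cyclin D1 siRNA, the paper's value is 0.22 ± 0.017 fold of control, and the arrays labelled cyclin D1 siRNA gave 1.11 ± 0.984 (SD, n = 3) fold of those labelled non-targeting siRNA, on the scale of the fitted log2 fold change. The paper's methods give errors as SEM unless noted and its legend names the standard deviation. The fold lay above the paper's under every alternative set before the data were examined that gave one: other background corrections and normalizations, filters, the replicate block, the 2 groups alone, the methods' t-test and the mean over probes (1.11 in each), array weights (0.916), the arrays without siRNA as the control (0.766) and both control groups together (0.923). The SDs were wide, from 0.678 to 0.997, and the paper's 0.22 lay within 1 SD of each. None of these alternatives reached the paper's value. All of them keep the labels, and no value under another assignment of labels to arrays is given here. The gap therefore does not show that the deposited intensities lack the paper's value.

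The paper states that ID1 rose after cyclin D1 silencing, and the arrays so labelled were at 0.992 ± 0.233 (SD, n = 3) fold of those labelled non-targeting siRNA. It was between 0.989 and 1.05 under the alternatives other than leaving out a replicate. Without each replicate in turn its log2 fold change ranged from -0.19 to 0.14. The paper states that SNAI2, CDH11 and TWIST1 rose, where the values were 0.978 ± 0.163 (SD, n = 3) for SNAI2 and 0.963 ± 0.0863 (SD, n = 3) for CDH11, neither past the threshold. TWIST1 was not above background on the arrays labelled cyclin D1 siRNA, with a highest intensity of 43.6, and lay between 46.1 and 49.4 on those labelled non-targeting siRNA, also short of the threshold. With the arrays without siRNA as the control, SNAI2 was at 1.09 and CDH11 at 1.06, also short of the threshold. It states a small rise of SNAI2 after CDK4/6 silencing, where the value was 0.921 ± 0.0991 (SD, n = 3), and 1.02 with the arrays without siRNA as the control. It also states that more genes fell than rose, where 0 genes were called either way and 205 were lower and 208 higher at an unadjusted p under 0.05. TGFB1, TGFB2, TGFB3, KLF17, SRC, SNAI1 and VIM, which the paper gives as unchanged, did not pass the test. No gene passed it under these labels, CCND1 included, so this adds nothing to the paper's statement. All of these values compare arrays by labels that the targeted genes go against.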

Other observations

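The test of which arrays labelled without CDK4/6 siRNA have low CDK4 and CDK6 was chosen after the values were seen, the likeness over the E2F list was added after the likeness over all probes was seen, and the other tests were set before their results were seen. Among the fixed gene lists, and without using the labels, those of the cell cycle differed most between the 12 arrays. The median SD over the arrays of 50 genes of E2F and DNA replication, without the targeted genes, was 0.27 on the log2 scale, above all of 10000 random lists matched on mean expression, whose median was 0.11. For 47 genes of G2/M and mitosis it was 0.18, also above all random lists. The D cyclins, CDKs and their inhibitors (99.5th percentile), the BMP and TGF-beta response (99.6), NF-kB and inflammatory cytokines (99.3), the interferon response (98.4), cell migration and matrix proteases (97.8) and the Notch pathway (95.3) also lay high. Mesenchymal EMT genes (86.8), epithelial genes (26.4), ID1 regulators named in the paper (10.8), p53 targets (87.8), the amino acid and ER stress response (75.5), cholesterol and fatty acid synthesis (94.1), hypoxia and glycolysis (19.5) and histones (81.3) lay lower. Luminal breast markers lay at percentile 93.2, leukocyte markers at 44.1 and fibroblast markers at 33.6, and 2 endothelial markers were too few.

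The mean log2 deviation of the E2F genes from their 12-array mean was 0.38, 0.35 and 0.32 on the arrays labelled no siRNA 1, cyclin D1 siRNA 1 and CDK4/6 siRNA 1. It was -0.14, -0.18 and -0.08 on those labelled non-targeting siRNA 1, no siRNA 2 and cyclin D1 siRNA 2, and -0.15, -0.21 and -0.21 on those labelled CDK4/6 siRNA 2, non-targeting siRNA 2 and no siRNA 3. On those labelled cyclin D1 siRNA 3, CDK4/6 siRNA 3 and non-targeting siRNA 3 it was 0.02, -0.07 and -0.03. The G2/M genes were at 0.22, 0.18 and 0.18 on the first 3 of these arrays, at -0.16, -0.17 and -0.17 on the next 3 and between -0.07 and 0.04 on the rest. CDT1, a replication licensing gene, was at 759, 689 and 784 on the first 3 and at 298, 305 and 307 on the arrays with low CDK4. It was between 338 and 480 on the rest, so the low-CDK4 arrays lay close to some of these. No test was made between arrays singled out by their values, and since CCND1 falls into separate clusters of arrays no correlation with it is given. Apart from the targeted genes, the genes with the widest range of normalized log2 values over the 12 arrays, chosen after their values were seen, were ANXA10, from 116 to 733, MLLT11, from 126 to 690, and PDZD8, from 82.5 to 362. All 3 were lowest on the arrays labelled cyclin D1 siRNA 3, CDK4/6 siRNA 3 and non-targeting siRNA 3. YAP1, from 662 to 2310, was at 662 to 740 on the arrays labelled non-targeting siRNA 1, no siRNA 2 and cyclin D1 siRNA 2 and at 1649 or more on the others.

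Why CCND1, CDK4 and CDK6 do not follow the siRNA in the labels was weighed next. Silencing that failed in some cultures is argued against by 2 arrays, labelled non-targeting siRNA 2 and no siRNA 3, that carry no CDK4/6 siRNA by label and had both genes under 0.5 times the median of the arrays so labelled, and the authors' normalization by the rank of CDK4 within its array, which spanned 13.4 percentile points where a quantile normalization keeps ranks. A candidate explanation is that labels were attached to other arrays than their own: over the genes of E2F and DNA replication, 0 of the 12 arrays had an array of their own label as their closest, and the 4 sets of 3 arrays with the smallest distances were all 4 runs of neighbouring columns of the deposited table, as arrays ordered by treatment under labels that alternate would give. The 3 arrays with low CDK4 and CDK6 made up 1 of these 4 runs. CCND1 was low in 2 of these 4 runs, however. It was at 2951, 2703 and 3513 on the arrays labelled non-targeting siRNA 1, no siRNA 2 and cyclin D1 siRNA 2. On those labelled cyclin D1 siRNA 3, CDK4/6 siRNA 3 and non-targeting siRNA 3 it was at 5100, 4361 and 4311. A single group with cyclin D1 siRNA accounts for 1 of the 2, and the other was left open. Over the E2F list, the 4 runs had the smallest mean within-set distance of all 15400 ways to make 4 sets of 3, at 0.1477. The labels gave 0.3881, and 3971 of the ways had a distance at least as large. Labels that alternate over the runs would mix them, as many other ways do. This share therefore does not weigh against labels attached to other arrays. Over all probes 1 array had its own label closest, and of 15400 ways to part the arrays into 4 sets of 3 only 89 (0.578%) had a mean within-set correlation as low as that of the labels, which goes against the labels. There 1 of 4 sets was such a run, and the 3 arrays with low CDK4 and CDK6 fell into 3 different sets. The next best way was nearly as good (mean correlation 0.9973 against 0.9974). The arrays labelled no siRNA 1, cyclin D1 siRNA 1 and CDK4/6 siRNA 1 each had another of these as closest. Those labelled non-targeting siRNA 1, no siRNA 2 and cyclin D1 siRNA 2 did likewise. Non-targeting siRNA 2 and no siRNA 3 were closest to each other. CDK4/6 siRNA 2, cyclin D1 siRNA 3, CDK4/6 siRNA 3 and non-targeting siRNA 3 had a closest array outside their run. Likeness over all probes thus followed the runs in part and leaves open which label belongs to which array. The paper's qPCR gives lower CCND1 and higher ID1 after cyclin D1 siRNA and its blots give less cyclin D1 protein, which does not settle which array is which, and whether the arrays differ by treatment in the way the paper describes was not tested.

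Splitting the 6 arrays of a comparison into 3 and 3 gives 10 splits, too few for a share under 0.05. For each of the 4 comparisons the real split called 0 genes. All 10 splits, the real one included, called as many or more, as any split must where the real one calls 0. This count therefore cannot weigh the labels. The highest of the other splits called 0 genes in 3 comparisons and 10 in cyclin D1 siRNA against CDK4/6 siRNA. The log2 fold changes of the 2 siRNAs against the shared non-targeting arrays correlated at 0.67 across 13601 genes, which are not independent replicates, where simulated unchanged groups gave 0.50. Their covariance was 0.0052, against 0.0061 simulated, and with separate controls the correlation was 0.16. As 0 genes were called in either, no overlap of calls can be given. Between the arrays labelled no siRNA and non-targeting siRNA, a comparison the paper does not report, 0 genes were called with limma, 247 had an unadjusted p under 0.05, and the methods' t-test gave 274. Over the 16 lists and 4 comparisons, 0 members were called, also when adjusted over the list alone. Camera with its preset correlation also called the E2F list for CDK4/6 siRNA (adjusted p = 0.00027) and no siRNA (adjusted p = 0.0091), both against non-targeting siRNA, and the G2/M list in the same 2 comparisons (adjusted p = 0.00027 and 0.0025), all with median log2 fold changes above 0. With an estimated correlation these adjusted p were 0.785, 0.977, 0.767 and 0.977, and fry called 0 lists. These calls do not hold without single arrays: without the array labelled CDK4/6 siRNA 1 the median log2 fold changes of the 2 lists were 0.01 and 0.04, with an adjusted p of 0.728 for both at the preset correlation, and without the array labelled no siRNA 1 they were -0.08 (adjusted p = 0.021, in the opposite direction) and -0.0053 (adjusted p = 0.949).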
